A study of Homo sapiens with 8 samples. Its data were reported in "Deficient methylation and formylation of mt-tRNAMet wobble cytosine in a patient carrying mutations in NSUN3" (2016).

How the data were processed

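The series holds 8 samples of HEK293, an established human embryonic kidney cell line. In 6 of them RNA bound by a tagged RNA methyltransferase was sequenced by miCLIP, a crosslinking and immunoprecipitation assay in which a mutated enzyme stays bound to the cytosine it would methylate and reverse transcription stops beside it. The labels give 3 replicates with NSun3 and 3 with NSun6, collected 24 hours after transfection. The other 2 samples are bisulfite RNA sequencing of poly(A) RNA, in which unmethylated cytosines are converted and 5-methylcytosine is not.

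The authors removed reads with identical random barcodes, trimmed adapters, left out reads shorter than 18 nt, aligned the miCLIP reads to hg19 with bowtie, allowing 1 mismatch and keeping reads with a single best place, and deposited whole-number counts of reads per truncation position, 1 file per library. The deposited files list positions without a strand column. Each file runs over the chromosomes 2 times, and the first pass was taken as the plus strand. This was checked against exons annotated on a single strand, where 97.0% to 97.4% of positions in the NSun6 libraries and 63.0% to 82.0% in the NSun3 libraries lay on the strand of the exon. No read sequences or measured read lengths were used here. For the bisulfite RNA sequencing the deposited values are counts of methylated and unmethylated reads and the percent methylated per cytosine, in 1 table for both samples. Whether and how the samples were pooled is not stated, so these values carry no replicate error. Whether PCR duplicates were removed from the bisulfite reads is not stated for this table either, so its reads may not be independent molecules, and coverage limits and intervals for methylation count reads. The percent column followed from the counts to within 0.01 at every one of the 76013928 listed positions, and at 100% of 2047149 nuclear positions checked the reference base was C or G, from which the strand was taken.

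The reference was the GRCh37 primary assembly with its GENCODE annotation. The mtDNA of the deposited files follows another numbering than this reference. The shift was measured from the bases at bisulfite positions and came to 1 nt between positions 3111 and 16194 and 2 nt between 318 and 3108. Coordinates are printed in the numbering of the deposited files, 1-based. Nuclear tRNA gene copies were located with BLAST from written tRNA sequences, with at least 90% identity for initiator tRNA-Met, at least 85% for tRNA-Cys and tRNA-Thr, and at least 94% of the sequence aligned. This gave 10 copies of initiator tRNA-Met, of which 8 were identical over their full length, and 35 copies of tRNA-Cys. Nuclear segments similar to mtDNA were found by aligning mtDNA to the nuclear chromosomes (BLAST e-value 0.001, 785 matches, widened by 20 nt).

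Each truncation was given to the nearest cytosine within 2 nt on the same strand, the 5′ one in a tie. The share of reads with such a cytosine was 80.4% to 84.5% in the NSun3 libraries and 91.4% to 92.3% in the NSun6 libraries. RPM, the read count scaled to the library total, was taken over all reads of a file. A high-confidence site was a cytosine with over 50 RPM in at least 2 of 3 replicates, the threshold in the methods of the study. Shares of reads in mtDNA, single mtDNA genes and tRNA copies were computed from all truncation positions on both strands. Shares of exons and of mitochondrial tRNA, mRNA and rRNA genes as classes count the strand of the gene only. Shares were compared with exact two-sided permutation tests of 3 libraries against 3, whose smallest possible p is 0.1. Benjamini-Hochberg adjustment was over the 37 mtDNA genes. Counts per cytosine and per gene and strand were compared with the quasi-likelihood test of edgeR after TMM scaling and filterByExpr, at a Benjamini-Hochberg adjusted p under 0.05. Standard errors (SE) of log2 fold changes are the size of the log2 fold change divided by the square root of the F statistic. Positive fold changes are higher in NSun3. Reads in no gene and no tRNA copy on their strand stay out of the gene test. The share of reads assigned was 67.7% to 72.4% in the NSun3 libraries and 87.6% to 89.4% in the NSun6 libraries. The edgeR steps were tested on simulated data with 200 features changed 8-fold. In the simulation of sites, 76.2% of the changed sites that passed the filter were called and 3.36% of the calls were false. In the simulation of genes these values were 72.7% and 0.952%. The simulated counts came from means over all libraries, with as many features raised as lowered, at a dispersion of 0.3. In the data most tested features differed, mostly lower in NSun3, so these shares do not carry over to the calls.

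A cytosine was called methylated at a level of at least 20% with a coverage over 5 reads. Shares of methylated cytosines were compared with two-sided Fisher exact tests, leaving out sites in both enzyme sets where the enzymes were compared. These tests and the intervals count each cytosine as independent. Neighbouring cytosines can share reads and a transcript, so the p-values may be too small and the intervals too narrow. Cytosines within 50 nt on the same strand served as background. Intervals are exact 95% binomial intervals (Clopper-Pearson), and a count of 0 was set against a floor of 3 counts per library. Intervals and floors cover counting error only. A fold against a group with no reads is the mean RPM of the other group over the mean floor of the empty group, which was 47.2 RPM for NSun3 and 8.50 RPM for NSun6.

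Named in the text by a rule set before the data were examined are the transfected genes, MT-TM, MT-ND1, MT-TL1, MT-TS2, initiator tRNA-Met, tRNA-Cys, tRNA-Thr, mtDNA genes with over 3% of the mtDNA reads in either group, the 5 high-confidence sites of highest mean RPM per enzyme, and in each edgeR comparison the 5 calls of largest log2 fold change per direction among those whose groups do not overlap. Tests, samples and most alternatives were also fixed before the data were examined. The alternatives were other RPM thresholds, replicate rules and denominators, DESeq2, RLE scaling, no scaling, no filter, limma on log2(RPM + 1) and log2(RPM + 10), a replicate block, mtDNA left out, other bisulfite coverage and level limits, and leaving out each replicate in turn. Tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9, samtools 1.23.1, BLAST 2.17.0, R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.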

Results

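RNA bound by NSun3 or NSun6, a pair of related RNA cytosine methyltransferases, was mapped by miCLIP in HEK293 cells, with 3 replicates per enzyme. NSun6 was the comparator for NSun3, tagged and pulled down the same way. The NSun3 libraries held 138921, 53024 and 47352 reads in replicates 1, 2 and 3, and the NSun6 libraries held 323935, 467586 and 305392. A single read was worth 7.20 to 21.1 RPM in the NSun3 libraries and 2.14 to 3.27 RPM in the NSun6 libraries. Bisulfite calls from poly(A) RNA of the same cell line covered 15765855 cytosines with over 5 reads, of which 0.775% reached the level of at least 20% used for a methylated call.

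By Pearson's r, pairs of replicates of an enzyme correlated more than pairs across enzymes. Across 92350 cytosines, which are not independent replicates, Pearson's r of log2(RPM + 1) was 0.406 to 0.513 between NSun3 libraries, 0.193 to 0.310 between NSun6 libraries and -0.0554 to 0.0365 between enzymes. Spearman's rho between NSun6 libraries was -0.0550 to 0.139, which overlaps the -0.159 to -0.00898 between enzymes, so the ranks of the NSun6 replicates did not separate from those across enzymes. The values depended on which cytosines were taken. Among cytosines seen in both libraries of a pair, r was 0.733 to 0.831 within enzymes and 0.0980 to 0.359 between enzymes. Among cytosines seen in at least 1 library of the pair, the mean r within enzymes was 0.000500 ± 0.123 (SD of the pairs). The r over all 92350 cytosines thus rested on cytosines seen in neither library of a pair. In chi-square tests of their counts, every pair of replicates differed by more than sampling noise. This argues against 1 library being a redraw of another. It cannot tell independent replicates from repeat preparations of 1 sample, so the libraries were counted as replicates by their labels.

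Reads in the exons of the transfected genes served as a check of the labels. NSUN6 (chromosome 10, 18834490 to 18948214, hg19) held 323, 428 and 323 reads in the NSun6 libraries, a mean of 990.04 ± 71.4 RPM (SD, n = 3), and none in any NSun3 library, at floors of 21.6 to 63.4 RPM. NSUN3 (chromosome 3, 93781824 to 93850676) held 32 and 19 reads in NSun3 replicates 1 and 2, and none in the library labelled NSun3 replicate 3, where the floor was 63.4 RPM against 230.3 and 358.3 RPM in the others. In the NSun6 libraries it held 0, 0 and 8 reads. The NSUN3 reads thus did not bear out the label of NSun3 replicate 3, and the directions given for NSun3 below rest partly on that library. Without it, the share of NSun3 reads on mtDNA was 36.0%, the share of mtDNA reads in MT-TM was 22.5%, and the share of nuclear reads in initiator tRNA-Met was 44.1%.

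The first comparison asks where NSun3 binds. On mtDNA lay 32.1% ± 6.90 (SD, n = 3) of the NSun3 reads and 8.86% ± 0.759 (SD, n = 3) of the NSun6 reads. All NSun3 libraries lay above all NSun6 libraries (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allows). Counting each cytosine once in place of its reads moved the NSun3 share most, to 19.0%. Among mtDNA reads of NSun3, 39.1% ± 2.31 (SD, n = 3) lay in mitochondrial tRNA genes, 37.8% ± 0.920 in mRNA genes and 15.8% ± 0.809 in rRNA genes. For NSun6 these shares were 47.4% ± 1.59 (SD, n = 3), 34.2% ± 0.906 and 9.85% ± 0.614, so the tRNA share was lower in all NSun3 libraries than in all NSun6 libraries (exact permutation test, two-sided p = 0.1).

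MT-TM, the gene of mitochondrial tRNA-Met (positions 4403 to 4470 of mtDNA, plus strand), held 21.1% ± 4.23 (SD, n = 3) of the NSun3 mtDNA reads and 0.141% ± 0.0127 of the NSun6 mtDNA reads. Of the NSun3 reads in mitochondrial tRNA genes, 53.6% ± 7.42 lay in MT-TM. MT-ND1 held 12.3% ± 1.53 of the NSun3 mtDNA reads against 1.07% ± 0.297 for NSun6, and MT-TS2 5.43% ± 1.13 against 2.80% ± 0.251. MT-TL1 was lower for NSun3, at 4.30% ± 1.58 against 29.8% ± 1.27, as were MT-ND3, at 2.59% ± 0.691 against 16.8% ± 0.738, and MT-TP, at 1.12% ± 0.627 against 7.73% ± 0.182. Also higher for NSun3 were MT-RNR1 (8.31% ± 0.803 against 6.09% ± 0.492), MT-RNR2 (7.46% ± 0.431 against 3.76% ± 1.08), MT-TG (4.64% ± 0.666 against 0.677% ± 0.0777), MT-ND6 (4.53% ± 0.411 against 0.146% ± 0.0488), MT-CO2 (3.86% ± 1.05 against 0.0541% ± 0.0222) and MT-CO1 (3.80% ± 0.837 against 0.140% ± 0.0132). Also lower were MT-ND4L (0.415% ± 0.0169 against 6.35% ± 0.199), MT-TL2 (0.468% ± 0.265 against 6.18% ± 0.374), MT-TF (1.18% ± 0.755 against 4.90% ± 0.465) and MT-ND5 (3.06% ± 0.232 against 3.61% ± 0.0516). MT-CYB did not differ (4.42% ± 0.707 against 4.40% ± 0.358, exact permutation test, p = 1). Each of the other 16 genes had the smallest possible exact p of 0.1 and an adjusted p of 0.161 over 37 mtDNA genes, so none passes 0.05. In 14 genes all NSun3 libraries lay above all NSun6 libraries and in 9 genes below. Together these were 62.2% of the genes, where chance gives 10% on average. All genes come from the same libraries and can separate together, so this count is not a further test. Counting each cytosine once brought MT-TM to 1.10% ± 0.876 of the mtDNA cytosines of NSun3 against 0.567% for NSun6, a difference within the spread between NSun3 libraries.

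**Figure D1:**
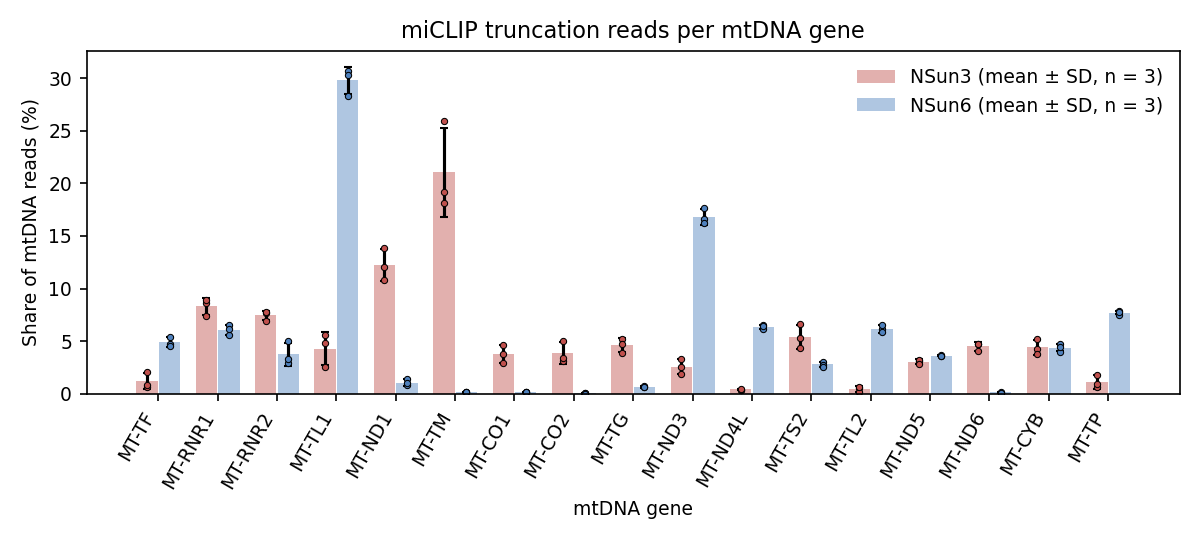
Share of mtDNA reads (percent, both strands counted) in the 17 mtDNA genes with over 3% of these reads in either group. Bars are means with SD of 3 libraries and points are libraries, with MT-TM at 21.1% for NSun3 against 0.141% for NSun6 and MT-TL1 at 4.30% against 29.8%.

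Within MT-TM, read starts were unevenly placed. Counting from 1 at the 5′ end of the 68 nt gene, NSun3 reads started at base 26 and from base 36 to base 55. No read of any library started at bases 27 to 35, which hold the wobble cytosine, the first base of the anticodon, at base 31 (position 4433). A read starting at the base after the wobble cytosine would need 34 nt to match mtDNA and no nuclear copy of it. Of the 21 bases from which 30 nt or fewer are enough, 19 had reads, and of the 47 bases that need more than 30 nt, 0 had reads. As 30 nt is also the length needed at bases 26 and 36 beside the gap, these counts partly restate it, and the lengths of the reads were not measured. Among the bisulfite values 0 of the 18 cytosines of MT-TM had a read, so their methylation was not measured.

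**Figure D2:**
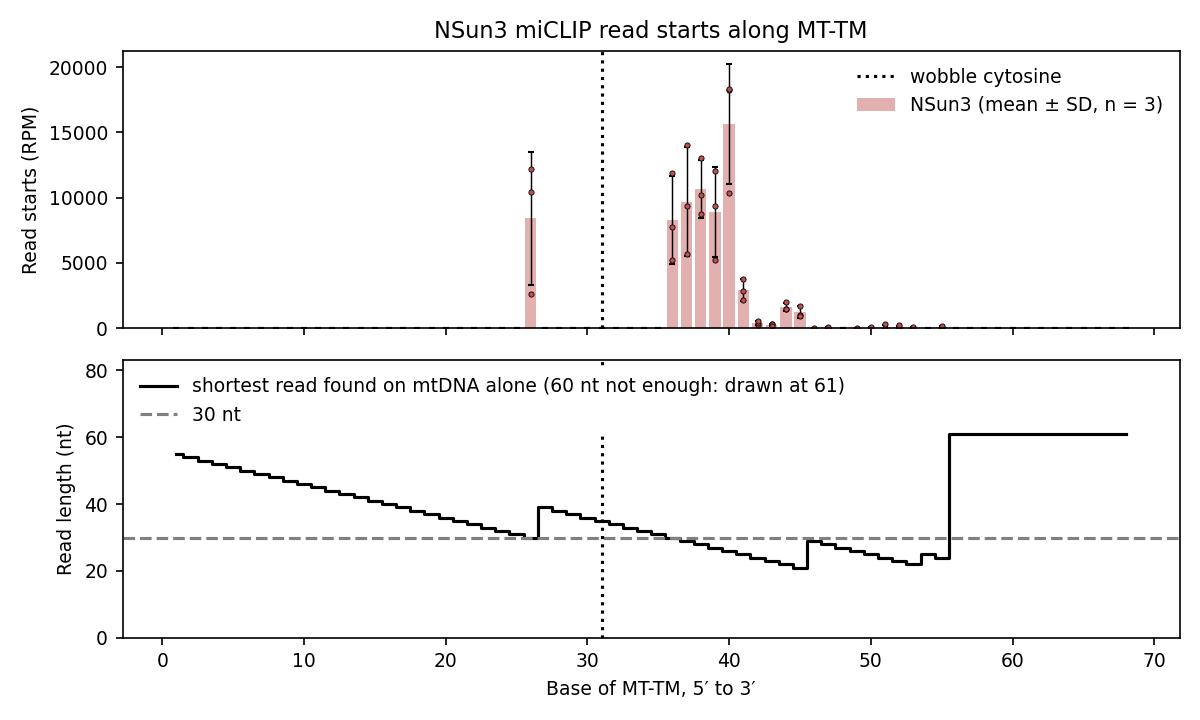
Read starts of NSun3 libraries along MT-TM (top, RPM; bars are means with SD of 3 libraries, points are libraries with reads) and the shortest read from each base that occurs on mtDNA and in no nuclear copy (bottom, nt). Starts at base 26 and from base 36 on lie where 30 nt are enough, and bases 27 to 35 around the wobble cytosine (dotted line) have none.

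Of the nuclear reads, copies of the initiator tRNA-Met gene held 45.0% ± 3.30 (SD, n = 3) for NSun3 and 0.0159% ± 0.00535 for NSun6 (exact permutation test, two-sided p = 0.1, the smallest possible). Counting each cytosine once moved this share most, to 1.37%. Of the NSun3 reads in these copies, 74.3% lay in 1 copy on chromosome 1 (153643726 to 153643797, plus strand), which is identical to 7 other copies. At this copy 91.4% ± 3.76 of the starts lay at base 59 of 72. A copy on chromosome 6 (27745664 to 27745735, plus strand), with 98.6% identity, held 21.9%. There 91.4% ± 5.12 of the starts lay at bases 34 and 35, directly after the wobble cytosine at base 33. Reads of identical copies cannot be assigned to a gene, so these places are uncertain. Reads with more than 1 best place were dropped, which can only lower the sum over copies.

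For NSun6, tRNA-Cys copies held 0.619% ± 0.0307 (SD, n = 3) of the nuclear reads and tRNA-Thr copies 0.931% ± 0.0922. For NSun3 these shares were 0.0111% ± 0.0146 and 0.125% ± 0.0679, below all NSun6 libraries in both cases (exact permutation tests, p = 0.1). Exons of nuclear protein-coding genes (coding sequence and untranslated regions) held 54.2% ± 0.911 of the nuclear NSun6 reads and 2.40% ± 1.00 of the nuclear NSun3 reads.

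High-confidence sites numbered 707 for NSun3, of which 316 lay on mtDNA, and 1881 for NSun6, of which 87 lay on mtDNA. Both sets shared 139 sites, 34 of them on mtDNA. The threshold of 50 RPM corresponded to at least 7, 3 and 3 reads in the NSun3 libraries and at least 17, 24 and 16 in the NSun6 libraries, and 43.4% of the NSun3 sites and 70.8% of the NSun6 sites passed it in all 3 replicates. Requiring over 20 RPM moved the NSun6 count most, to 4054. Without NSun3 replicate 1 the NSun3 count was 351, when both remaining libraries had to pass. Of the NSun6 sites, 574 lay in nuclear coding exons and 548 in 3′ untranslated regions, against 0 and 2 of the NSun3 sites.

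Highest among NSun3 sites were a cytosine of the initiator tRNA-Met copy on chromosome 1 (position 153643785, 216301 ± 45284 RPM, SD, n = 3) and of the copy on chromosome 6 (27745696, 61728 ± 16832 RPM). These were followed by cytosines in MT-TM (4440, 35202 ± 9848 RPM) and MT-ND1 (3905, 28475 ± 2385 RPM), and by a cytosine in a nuclear copy of MT-TM on chromosome 7 (63571966, minus strand, 15925 ± 4914 RPM). Highest among NSun6 sites were a cytosine of the vault RNA gene VTRNA1-3 on chromosome 5 (140105819, 66039 ± 19883 RPM, SD, n = 3) and a cytosine in an intron of ANKRD30BL on chromosome 2 (133011937, minus strand, 19317 ± 7692 RPM). The next were in MT-TL1 (3241, 13748 ± 3380 RPM), in an exon of POLG-DT on chromosome 15 (89878343, 13686 ± 1965 RPM) and in an intron of ENSG00000292256 on chromosome 5 (140105741, 13576 ± 987.0 RPM). These 5 NSun6 sites were also high-confidence NSun3 sites, at lower RPM. Names of nuclear sites are those of the annotated gene at the position. The annotation held no nuclear tRNA genes, and copies of initiator tRNA-Met, tRNA-Cys and tRNA-Thr alone were added. The RNA bound at the sites named for ANKRD30BL, POLG-DT and ENSG00000292256 may thus be another one, and these genes are not shown as targets.

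The sequence CTCCA was present at 65.0% of the NSun6 sites (exact 95% interval 62.8% to 67.1%) and at 7.61% of the cytosines within 50 nt. The site was the first cytosine of the motif in 63.7% of the NSun6 sites. For NSun3 the share was 3.68% (95% interval 2.42% to 5.34%) against 3.52% nearby, a difference within the interval.

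Counts per cytosine were then compared between enzymes. Of 1737 cytosines tested, 1531 differed (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), of which 303 were higher in NSun3 and 1228 lower. In 89.5% of the tested cytosines the 3 libraries of one enzyme did not overlap those of the other, where chance gives 10% on average. Cytosines of the same libraries can separate together, so this is not a further test. Of the calls, 1231 had no read at all in one group, so their fitted fold changes set no size. Leaving out the filter moved the count most, to 4168. The median log2 fold change of the tested cytosines was -7.19 after TMM and -7.71 after RLE, and that of the tested genes -7.39 and -7.72, so a fold change near 0 is far above the median change.

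Among the calls whose groups do not overlap, those highest in NSun3 were at initiator tRNA-Met copies on chromosome 6 (27745696, at least 7262-fold higher, and 26330541, minus strand, at least 349-fold), in MT-ND1 (3905), in a nuclear copy of MT-TM on chromosome 7 (57254090, at least 770-fold, a figure open to misplaced reads) and in MT-CO2 (7992, at least 517-fold). The site in MT-ND1 had 1 read in all NSun6 libraries, a log2 fold change of 14.48 ± 1.27 (SE) and an adjusted p of 7.4e-05. Its NSun6 mean of 0.713 RPM lay below the mean floor of 8.50 RPM, so the size of this change is uncertain. Lowest in NSun3 were cytosines in VTRNA1-3 (140105821, at least 122-fold lower), MT-ND4L (10713, at least 84.1-fold), the 5′ untranslated region of EXO1 (chromosome 1, 242011602, at least 71.4-fold) and coding exons of PRRC2A (chromosome 6, 31604122, at least 66.7-fold) and MARCKSL1 (chromosome 1, 32801620, minus strand, at least 60.8-fold). All 10 had the same direction and an adjusted p of at most 0.0137 in every alternative that tested them.

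Summed per gene, 1505 of 1685 genes differed (edgeR, adjusted p under 0.05), 82 higher in NSun3 and 1423 lower. The groups of 94.8% of the tested genes did not overlap, where chance gives 10% on average, with the same limit as for cytosines. Leaving out the filter moved the count most, to 4043. In MT-TM, MT-ND1, MT-TS2 and initiator tRNA-Met all 3 NSun3 libraries lay above all NSun6 libraries in RPM. MT-TM had a log2 fold change of 10.46 ± 2.32 (SE, edgeR adjusted p = 0.0056) and MT-ND1 one of 6.84 ± 1.63 (edgeR adjusted p = 0.00697). That of MT-TS2 was 4.09 ± 1.07 (edgeR adjusted p = 0.00986). Over 13 alternatives these log2 fold changes ran from 8.33 to 11.05, from 4.61 to 7.56 and from 2.05 to 4.77. Their sizes thus depended on the setting. The initiator tRNA-Met copies had 12.18 ± 4.89 (adjusted p = 0.0482), which became 0.0635 without mtDNA and stayed under 0.05 in 13 of 14 alternatives, with a range from 9.98e-286 to 0.0635. NSUN6 had no read in NSun3 libraries. MT-TL1 was not called (log2 fold change 0.55 ± 1.15, adjusted p = 0.663), and its sign depended on the setting. The sign was kept in 5 of 13 alternatives, 5 of the 13 called the gene, and the mean RPM was lower in NSun3 (13461 ± 4700 against 26446 ± 3327, SD, n = 3). tRNA-Cys copies had -4.21 ± 1.62 (adjusted p = 0.0415), which became 0.0747 without mtDNA, with a range from 4.43e-28 to 0.0747 over 14 alternatives. Of the tRNA-Thr copies, those with the anticodon TGT had -3.81 ± 0.50 (adjusted p = 0.00126). Those with CGT (-3.67 ± 1.54, adjusted p = 0.0563) were not called but were in 12 of 14 alternatives. Those with AGT (-0.18 ± 1.14, adjusted p = 0.882) were not called, were called in 7 of 14 alternatives and kept their sign in 12. For tRNA-Cys and each kind of tRNA-Thr all 3 NSun3 libraries lay below all NSun6 libraries in RPM.

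Of the genes called with groups that do not overlap, the largest fitted fold changes toward NSun3, besides initiator tRNA-Met, were in ENSG00000229855, MTCYBP36, LINC00486 and MTCO2P2. The long non-coding RNA genes ENSG00000229855 and LINC00486 had log2 fold changes of 12.76 ± 1.62 (SE, edgeR adjusted p = 0.00114) and 11.29 ± 1.64 (adjusted p = 0.00163). Their NSun6 means, 1.74 and 1.03 RPM, lay below the mean floor of 8.50 RPM, so these sizes are uncertain. MTCYBP36 (at least 85.8-fold) and MTCO2P2 (at least 53.0-fold) had no NSun6 read, so their fitted values set no order among these genes. MTCYBP36 and MTCO2P2 are nuclear pseudogenes of mtDNA genes that may share reads with them. In ENSG00000229855 99.9% and in LINC00486 100% of the NSun3 reads started at a single position. Lowest in NSun3, with no NSun3 read, were EXO1 (at least 106-fold lower), PRRC2A (at least 86.9-fold), MARCKSL1 (at least 82.5-fold), S100A11 (at least 52.0-fold) and CCT3 (at least 44.4-fold).

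Bisulfite calls were set against the sites to ask whether bound cytosines carry 5-methylcytosine. With over 5 reads, 400 NSun3 sites and 1313 NSun6 sites were covered, at a median coverage of 444 and 120 reads. Of these 35.5% (exact 95% interval 30.8% to 40.4%) and 5.18% (4.04% to 6.52%) were called methylated. Leaving out the sites in both sets, 129 of 292 NSun3 sites and 55 of 1205 NSun6 sites were methylated (Fisher exact test, two-sided p = 5.61e-60). This contrast followed the share of sites on mtDNA. Cytosines of a transcript are not independent, so this p-value is too small. On mtDNA 47.3% of covered NSun3 sites and 51.9% of covered NSun6 sites were methylated, and on nuclear chromosomes 2.83% (95% interval 0.588% to 8.05%) and 2.27% (1.51% to 3.26%). Over all covered nuclear sites, 3 of 106 against 28 of 1236 did not differ (Fisher exact test, two-sided p = 0.731). Leaving out the sites in both sets, as in the comparison above, gave 3 of 27 against 28 of 1157 (Fisher exact test, two-sided p = 0.0311), and the 3 sites all lay in MTCO3P12, a nuclear copy of mtDNA on chromosome 1, at 19 reads each. Outside such copies 0 of 102 covered NSun3 sites were methylated (exact 95% interval up to 3.55%).

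Cytosines within 50 nt of NSun3 sites were called methylated in 49.3% of cases, more often than the sites (Fisher exact test, two-sided p = 1.6e-07). Within 50 nt of NSun6 sites the share was 2.06%, below that of the sites (Fisher exact test, two-sided p = 6.6e-11). Both contrasts mix mtDNA with nuclear cytosines. On mtDNA, cytosines nearby were methylated more often than the sites, at 61.03% for NSun3 (Fisher exact test, two-sided p = 6.3e-06) and 63.7% for NSun6 (Fisher exact test, two-sided p = 0.0491). On nuclear chromosomes the share nearby was 8.87% for NSun3, above that of the sites (Fisher exact test, two-sided p = 0.0361), and 29 of 28883 cytosines for NSun6, below that of the sites (Fisher exact test, two-sided p = 5.25e-24). The percent of methylated reads differed widely along mtDNA, for example 0.0968% in MT-RNR1 and 96.2% in MT-ATP8. It reached 0% in MT-TV and MT-TD and 100% in MT-TG and MT-TR, at 27.8, 3.22, 5.82 and 2.62 reads per cytosine. It was over 50% in 13 and under 5% in 10 of the 29 mtDNA genes with more than 5 listed cytosines. Levels thus differed between genes, so cytosines on mtDNA are not independent and the p-values given for them are too small. Of the 10 named sites 8 had no bisulfite read. For the others the intervals treat reads as independent, which PCR duplicates would make too narrow. The site in MT-ND1 was at 3.29% (95% interval 2.05% to 4.98%, 639 reads) and that in MT-TL1 at 1.71% (0.355% to 4.93%, 175 reads).

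**Figure D3:**
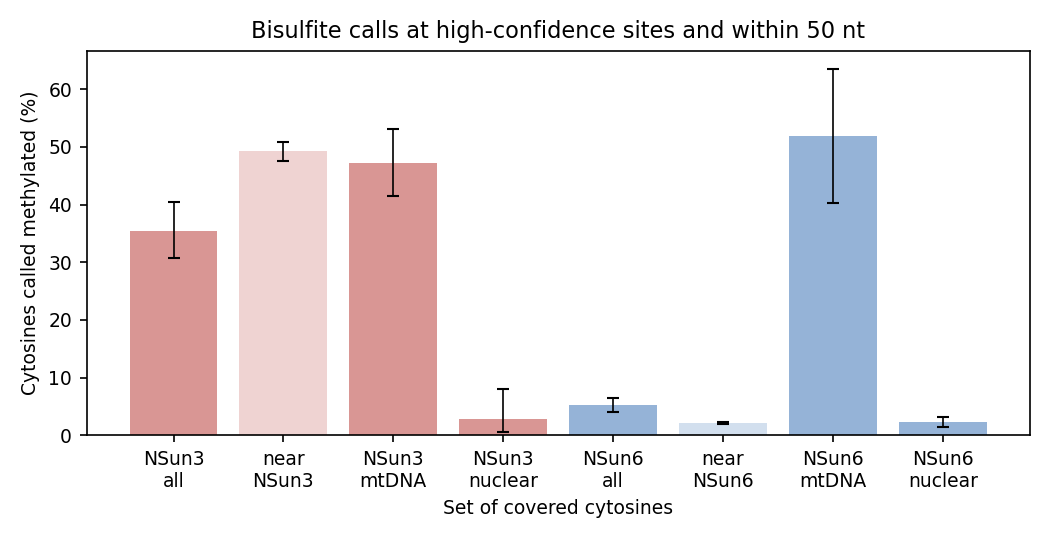
Percent of covered cytosines (over 5 reads) called methylated at high-confidence sites, in all, on mtDNA and on nuclear chromosomes, and at cytosines within 50 nt (paler bars), with exact 95% binomial intervals. Sites on mtDNA are at 47.3% for NSun3 and 51.9% for NSun6, and nuclear sites at 2.83% and 2.27%.

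Among nuclear NSun6 sites, 2.92% of 890 sites in CTCCA and 0.578% of 346 other sites were methylated (Fisher exact test, two-sided p = 0.00998). Over all NSun6 sites, 40 of 913 sites in CTCCA and 28 of 400 other sites were methylated (Fisher exact test, two-sided p = 0.0577). At 893 motifs with the first and the second cytosine covered, the first had the higher level in 451, the second in 28, and 414 were equal. Levels were low, with a median of 0.195% at covered first cytosines and 0% at covered second ones.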

Values the study reported

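For NSun3 miCLIP in HEK293 cells the study gave MT-TM 26% of the reads on mtDNA and 60% of the loci in mitochondrial tRNAs. It gave MT-ND1 15% of the mtDNA reads, MT-TL1 5% and MT-TS2 4.5%. Of the reads on nuclear DNA it assigned 83% to the cytoplasmic initiator tRNA-Met.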

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

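Both tests of the reads in nuclear copies of mtDNA were chosen after these reads had been seen.

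Nuclear segments similar to mtDNA, which enter no comparison of their own in the report, held 18.1% ± 2.46 (SD, n = 3) of the nuclear NSun3 reads against 0.0467% ± 0.00598 of the nuclear NSun6 reads. Most of the signal, 17.3% of the nuclear NSun3 reads, lay in the segments that cover the anticodon of MT-TM, and the top position was on chromosome 7 (63571995, minus strand, 37875 ± 12693 RPM, SD, n = 3). The sequence from there matches MT-TM from base 2, so this start is at the 5′ end of the tRNA and not at the anticodon. The highest starts directly after the wobble cytosine had less. They were on chromosome 7 (63571965, minus strand, 13753 ± 4135 RPM) and chromosome 22 (24349674, plus strand, 10361 ± 3776 RPM). The density of reads over the anticodon copies was 78.2 times that of the other segments. This does not decide on transcripts of the copies, since copies bound at the tRNA sequence would be denser there too, and the anticodon segments were picked after the reads had been seen. Placement of mitochondrial tRNA-Met reads on the copies stays open as well. It would raise the copies and MT-TM together, and from NSun6 to NSun3 the copies rose 1225-fold and MT-TM 547-fold, within 10 times of each other. Depth alone cannot give the difference, since the NSun6 libraries are the deeper ones. Reads that carry a difference from mtDNA, from sequencing, from reverse transcription or from the RNA, may match a nuclear copy better than mtDNA, and reads of this kind may come from the region where no start is seen on mtDNA. The read sequences that could show this were not used here. A binding of NSun3 to RNA of the nuclear copies cannot be excluded, so the signal is a hypothesis of misplaced mitochondrial reads and not a finding.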

How the results depend on the processing

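Chosen after seeing the data were the alternatives with ties to the 3′ side, at least 10 reads, thinned libraries, cytosines seen in either library of a pair, nuclear sites only, nuclear sites outside mtDNA copies, and nuclear reads outside mtDNA copies as the denominator. Of 107 alternatives over all results, 72 left the result within its limits, 33 moved it and 2 reversed it.

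The reversal concerned methylation at nuclear sites outside mtDNA copies, where the methylated share was 0% for NSun3 and 2.27% for NSun6 (Fisher exact test, two-sided p = 1, with 23 NSun3 sites left after sites in both sets were removed, too few to detect such a difference). These sites were set apart after the 3 methylated nuclear NSun3 sites had been seen in a copy. With nuclear sites only the shares were 2.83% and 2.27% (Fisher exact test, two-sided p = 0.0311 without the sites in both sets, and 0.731 with them). The higher share of NSun3 thus rests on mtDNA and its nuclear copies. A level of at least 50% gave 29.75% for NSun3 and 3.12% for NSun6, and a level of at least 10% gave 8.83% for NSun6. In the other 7 alternatives, which changed coverage, level, distance, RPM or replicates, the NSun3 share stayed above the NSun6 share (Fisher exact tests, p from 3.68e-59 to 1.48e-23).

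The mean shares of reads kept their direction in every alternative. Counting each cytosine once gave 19.0% on mtDNA, 1.10% ± 0.876 (SD, n = 3) of mtDNA cytosines in MT-TM, no longer separated from the 0.567% of NSun6, and 1.37% of nuclear cytosines in initiator tRNA-Met, since a few positions hold most reads. With only high-confidence sites the initiator tRNA-Met share was 66.3%, and with nuclear reads outside mtDNA copies as the denominator it was 55.1%. Leaving out 1 library gave NSun3 shares of 29.4% to 36.0% on mtDNA, 18.6% to 22.5% in MT-TM and 44.1% to 46.9% in initiator tRNA-Met.

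Counts of high-confidence sites moved with the threshold. Over 20 RPM they were 1115 for NSun3, 4054 for NSun6 and 222 shared, over 100 RPM 462, 998 and 76, and in all 3 replicates 307 for NSun3 and 45 shared. At least 10 reads gave 382 NSun3 sites and 3337 NSun6 sites. Leaving out 1 library gave 351 to 587 NSun3 sites, 1476 to 1556 NSun6 sites and 54 to 127 shared sites. The counts without NSun3 replicate 1 (351, 54 shared) and replicate 2 (383, 62 shared) lay over 1.5 times below those with all libraries. The rule of at least 2 replicates then asks both libraries to pass. It did so without replicate 3 too (587, 125 shared), so the rule alone does not explain the lower counts. Replicate agreement, a mean r of 0.350 within enzymes, was 0.569 on log2(RPM + 10), 0.772 for cytosines seen in both libraries and 0.000500 for cytosines seen in at least 1 library of the pair.

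In edgeR, leaving out the filter raised the differing sites to 4168 and the differing genes to 4043, of which 1484 and 1492 were calls with the filter too. Leaving out 1 library gave 1160 to 2807 sites and 1032 to 2473 genes. The highest counts came without an NSun3 library, at 2786, 2591 and 2807 sites without replicates 1, 2 and 3 and 2473 genes without replicate 1, where more features passed the filter (3076 to 3321 sites in place of 1737). The share of calls higher in NSun3 was 19.8% for sites and between 8.29% and 32.8% with 1 library left out. For sites it was 16.9% after RLE. For genes the share was 5.45%, and between 3.19% and 10.6% with 1 library left out. With the replicate number as a block it was 3.96% for genes. DESeq2, RLE, no scaling and limma gave 1499 to 1615 sites and 1579 to 1623 genes. Of the named genes, initiator tRNA-Met and tRNA-Cys were called with mtDNA and not without it, and the cause was not tested.

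The replicate numbers did not pair the libraries. The deviations of same-numbered libraries correlated at -0.0485, 0.0482 and 0.109 over sites and at 0.0401, 0.0553 and 0.0138 over genes. With the replicate number as a block, 1402 sites and 1264 genes differed, of which 1397 and 1263 were also called without it. Among the named genes tRNA-Thr (TGT) alone lost its call (adjusted p = 0.0787, the highest of a range from 4.69e-25 over 14 alternatives).

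Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many differing sites and 1 as many differing genes, the real split in both cases. The other splits gave 0 calls in edgeR. A share of 1 in 10 is the smallest this design allows, so chance cannot be excluded from the splits alone. Depth limits the NSun3 libraries most, where 3 reads pass 50 RPM in replicates 2 and 3.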

Other observations

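Chosen after the results had been seen were the tests of read length and of reads ending in CC at initiator tRNA-Met, of the wobble sequence at other starts, of the label of NSun3 replicate 3, of the CTCCA background, of its first cytosine, of mtDNA bisulfite levels, of bisulfite coverage, of nearby cytosines split into mtDNA and nuclear ones, and of thinned libraries. The tests of read length at mtDNA, of CCA at initiator tRNA-Met, of conversion near NSun6 sites and of methylation inside CTCCA were written before their results.

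The share of nuclear NSun3 reads in initiator tRNA-Met was 45.0%. It was 66.3% with only high-confidence sites and 55.1% with nuclear reads outside mtDNA copies as the denominator. Each of these is lower than the value quoted from the study above, so the size of the gap depends on which reads are counted.

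Reads too short to be told from nuclear copies are a candidate explanation for the gap at bases 27 to 35 of MT-TM. Outside MT-TM, 38.7% of plus-strand mtDNA positions begin a stretch of 30 nt that also occurs in a nuclear copy, and if reads were longer these positions would hold reads in proportion. They held 0.178% ± 0.0524 (SD, n = 3) of the plus-strand mtDNA reads outside MT-TM for NSun3 and 0.184% ± 0.0229 for NSun6. The gap is therefore in line with reads of up to 30 nt that were dropped for having more than 1 place. Whether NSun3 reads stop at the wobble cytosine of MT-TM stays open from the reads on mtDNA.

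Starts elsewhere in the genome bear on the same question. Of the NSun3 nuclear reads outside genes and mtDNA copies, 11.2% ± 2.74 (SD, n = 3) started with ATACCCC or ATAACCC, the 7 nt that follow the wobble cytosine of MT-TM and of initiator tRNA-Met, against 0.00908% ± 0.00526 in NSun6 (exact permutation test, p = 0.1, the smallest possible). At a distance of 100 nt from the same NSun3 starts the share was 0%. The long non-coding RNA genes named for NSun3 show the same, with ATACCCC at the single start in ENSG00000229855 and 1 base different from it in LINC00486. These reads may be stops directly after the wobble cytosine of either tRNA that were placed elsewhere, in which case these genes are not targets themselves. That is a hypothesis found in these reads, and the genomic sequence at a start stands in for the read sequence, which was not used here. Binding of other RNAs at the same short sequence is not excluded.

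At initiator tRNA-Met, 95.3% of the NSun3 reads in the 8 identical copies lay in the copy on chromosome 1. Mature tRNA ending in CCA was weighed first. The copy on chromosome 1 differs from CCA in 2 of the next 3 bases and 1 other copy is as close to CCA, so reads that end in full CCA would not single out this copy, and with 1 mismatch allowed would match neither. A read length of up to 30 nt is consistent with where the reads start. On average 100% of the NSun3 reads in this copy started at base 45 or later, from where 30 nt reach the second base past the gene, and 0 of 50534 reads started before it. In the near-identical copy on chromosome 6, 93.9% started between base 27 and base 56, from where 30 nt reach the only base that differs. Reads of mature tRNA ending after CC would have 1 mismatch there and at least 2 in each of the 7 other identical copies. However, 95.7% ± 3.21 (SD, n = 3) of the reads in this copy started where such a read is shorter than the 18 nt the authors kept as a minimum, which argues against such reads as the main source. From base 59, where 91.4% ± 3.76 (SD, n = 3) of the reads started, a read of 18 nt reaches 4 nt past the gene, beyond CCA. Why the copy on chromosome 1 has most reads stays open. Precursor transcripts of the copy would match it and were not tested. Reads starting at the wobble cytosine of the identical copies would be missing by the same limit, so the share of initiator tRNA-Met may be too low.

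The library labelled NSun3 replicate 3 had no NSUN3 read. A library of NSun6-transfected cells is an unlikely source, since initiator tRNA-Met held 46.9% of its nuclear reads (exact 95% interval 46.4% to 47.4%), as in NSun3 replicate 2, against at most 0.0212% in NSun6 libraries, and NSUN6 had no read. Low depth cannot be told apart from another cause. At the mean RPM of NSun3 replicates 1 and 2, 13.9 reads would be expected, but in these replicates 19 of 32 and 17 of 19 NSUN3 reads lay at single positions, so the spread between libraries is unknown.

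NSun3 had fewer high-confidence sites than NSun6 and also fewer reads. With every library thinned to the smallest total, NSun6 still had 2.69 times as many sites (1807 against 672), which argues against depth as the whole cause. A difference in what the enzymes bind stays open and was not tested.

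The share of NSun6 sites in CTCCA was 8.54 times that of cytosines within 50 nt, which argues against the base composition of the bound transcripts as the source. Methylation at NSun6 sites exceeded that nearby (Fisher exact test, p = 6.6e-11), but the sites lie on mtDNA more often than the cytosines nearby, so this contrast alone does not decide on incomplete conversion. Among nuclear cytosines the excess remained, at 28 of 1236 sites against 29 of 28883 nearby (Fisher exact test, p = 5.25e-24), which argues against incomplete conversion around the nuclear sites as the whole cause. On mtDNA there was no excess at the sites, so incomplete conversion stays open there. Over all NSun6 sites, methylation was not higher inside the motif (Fisher exact test, p = 0.0577, with the lower share inside), but sites on mtDNA, where levels are high with or without a site, weigh on this test. Among nuclear sites it was higher inside the motif (Fisher exact test, p = 0.00998). Of the motifs that differ between the first and second cytosine, 94.2% had the higher level at the first. The median level there was 0.195%, and 37 of 894 covered first cytosines were called methylated, so a higher level need not reach a call. Methylation of the first cytosine by NSun6 is a hypothesis that these tests do not contradict. No sample without NSun6 was compared.

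Methylation calls at NSun3 sites may reflect high bisulfite levels along mtDNA and not the sites, since 61.03% of mtDNA cytosines within 50 nt were called methylated against 47.3% of the mtDNA sites. The 49.3% nearby on all chromosomes does not decide, as sites and nearby cytosines mix mtDNA and nuclear cytosines in different shares. Few bisulfite reads as the source of these calls was tested as well. The methylated share of NSun3 sites was 35.5% of 400 at over 5 reads, 33.7% of 383 at 10 and 31.5% of 368 at 20. These sets largely hold the same sites, so their closeness decides little. That 31.5% remained with at least 20 reads argues against fewer reads than that as the whole cause. MT-ND4L was at 87.0% with 993.9 reads per cytosine. The mtDNA genes with more reads per cytosine were all at 10.1% or less, so a link of level with depth between genes stays open. Across 29 mtDNA genes, which are not independent, Spearman's rho of the methylated percent with reads per cytosine was -0.345, short of the limit of -0.5 set for it. Reads of mtDNA that escaped conversion, for example from DNA or double-stranded RNA, were not tested.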
